A study of Triticum aestivum with 20 samples. Its data were reported in "Epigenomic identification of vernalization cis-regulatory elements in winter wheat" (2024).

How the data were processed

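ChIP-seq libraries of wheat leaf and vernalized leaf were labelled by condition, mark and replicate number, with 2 replicates of each of the 4 marks and of the input in each condition. Per the study's methods, the authors used fastp for quality control of the reads and aligned them to IWGSC RefSeq v1.0 with Bowtie. They kept reads above a mapping quality threshold with SAMtools and removed duplicates with Picard. The authors then gave the peaks of the histone marks and of chromatin accessibility to ChromHMM, a hidden Markov model that assigns a state to each bin of the genome. How replicates were combined and how peaks entered the model is not stated in the methods, and this decides how weak peaks were treated.

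The deposited values are state labels, E1 to E9, 1 for each segment of the genome, with no signal, score or count attached to them. The meaning of each label was taken from the order of the rows in which the study shows its 9 states, and this order could not be checked from the files. The study shows the states of leaf and of vernalized leaf side by side, so equal numbers in the 2 conditions need not have the same definition. Whether 1 model or 1 per condition was trained was not established, and classes were compared in place of single states wherever possible. In each file the 9 states stand in blocks of unequal length side by side. The records were read as groups of 4 fields, and it was checked that they tile each chromosome without gap or overlap and that all boundaries are multiples of 200 bp. The number of columns mapped to no condition was 0. All records lay on the 21 chromosomes. Neighbouring segments of the same class were merged before segments were counted, except where the text says that segments are given as deposited.

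The states were grouped into 4 classes, activated, repressed, mixed and unmodified, and each 200 bp bin was compared between the conditions. The ratio of class length, the share of modified bases that kept their class, the Jaccard index and the share of direct switches were computed over the genome. The last 3 of these were set against 100 random rotations of the vernalized leaf segmentation along each chromosome with a fixed seed. Since each condition has 1 segmentation, no test between conditions was made. Sub-genomes were compared over the 7 homoeologous chromosome groups with an exact two-sided sign-flip permutation test over all 128 sign patterns, and p-values were adjusted by the Benjamini-Hochberg method within the 24 comparisons of class share and within the 12 comparisons of change. This test treats chromosomes as units within 1 segmentation per condition and says nothing about the spread between plants.

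The regions given in the text follow a rule fixed before the data were examined. For each ordered change between activated, repressed and unmodified, the longest uninterrupted run of bases was taken. For each result, the chromosomes with the highest and the lowest value were taken. The tests and most alternatives were also fixed then. Most tests under other observations are an exception and were chosen after the result was seen. Chromosome 1B was singled out after its values were seen. Alternatives were segments of at least 600 bp only, numbers of segments in place of base pairs, other groupings of the states, differences near class boundaries left out, overlap per segment, and each chromosome group left out in turn. The gene annotation of IWGSC RefSeq v1.0 was not used here, and the gene table at hand belongs to another build. The share of genes that kept their class and the states at named genes were therefore not analysed here, and no gene coordinates are given.

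The functions were tested on simulated segmentations of 2000000 bins with known changes. The kept share and the Jaccard index were recovered with an error of 0, which checks the arithmetic only. The sign-flip test gave a p-value under 0.05 in 4.6% of 2000 draws without a difference. With a mean difference of 1.5 standard deviations it did so in 88.8% of 2000 draws. These rates are for a single unadjusted test on 7 independent normal values and do not give the power after adjustment. The segmentations hold no read numbers, and read totals per library were not used here, so the precision that the depth gives was not computed. A state that needs a peak is called less often in a library with fewer reads, and a difference in depth or enrichment between conditions can change the length of a class. Computations used Python 3.11.15, numpy 2.4.6 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.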

Results

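Chromatin of bread wheat leaves was profiled before and after vernalization, the long exposure to cold that winter wheat needs before it can flower. Per the study's methods, vernalized leaf came from older plants, sampled after the cold treatment and a return to the greenhouse. Plant age, the cold itself and the return to warmth therefore differ between the conditions along with vernalization, and the data do not separate them. The libraries were chromatin immunoprecipitation followed by sequencing (ChIP-seq) for 4 histone modifications, H3K4me3, H3K36me3, H3K27ac and H3K27me3, with an input control. Each of the 2 conditions, leaf and vernalized leaf, had 10 libraries, made up of 8 ChIP and 2 input libraries, so 20 libraries were made in all. The values analysed here are the chromatin states that the authors assigned to the genome from these marks and from chromatin accessibility. Each condition has 1 segmentation, with no values per library. There were therefore no replicates at the level of the segmentation, no spread between replicates could be given, and the comparisons between conditions describe the pair of segmentations without a test. The segmentations hold no read numbers, and read totals per library were not used here, so no confidence interval is given for a state.

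Both segmentations covered the 21 chromosomes of IWGSC RefSeq v1.0 without gap or overlap, over 14066 Mb in steps of 200 bp. As deposited, leaf was divided into 1603362 segments and vernalized leaf into 1833172. With neighbouring segments of the same state merged, there were 1026958 and 1053824. The states, 9 in all, were placed in 4 classes. States E1, E2, E6 and E7 carry active marks or accessibility and form the activated class, E5 carries H3K27me3 alone and forms the repressed class, E3, E4 and E8 carry both kinds of signal and form the mixed class, and E9 carries none and is called unmodified. Unmodified chromatin took 92.6% of the genome in leaf and 93.5% in vernalized leaf. The largest activated state was E2, which is marked mainly by H3K36me3, with 277.7 Mb in leaf and 274.3 Mb in vernalized leaf.

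The first question was how the total length of each class differed between leaf and vernalized leaf. Repressed chromatin covered 597 Mb in leaf and 494.7 Mb in vernalized leaf, a ratio of 0.829. Mixed chromatin covered 67.9 Mb in leaf and 33.5 Mb in vernalized leaf, a ratio of 0.494. Activated chromatin covered 378.5 Mb and 393 Mb, a ratio of 1.04. The repressed ratio moved most when the segments were counted as deposited in place of base pairs, which gave 0.971. The direction of the activated ratio depended on the states included, since it was 0.954 when states E6 and E7 were counted as unmodified. E7 was read as accessible only and E6 as accessible with some H3K27ac, so this setting also drops a state with an active mark. The states within a class did not move together. Within the activated class, the ratio of vernalized leaf to leaf was 0.719 for E1, 0.988 for E2, 2.00 for E6 and 1.34 for E7. Within the mixed class it was 2.43 for E3, 0.232 for E4 and 0.982 for E8.

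**Figure D1:**
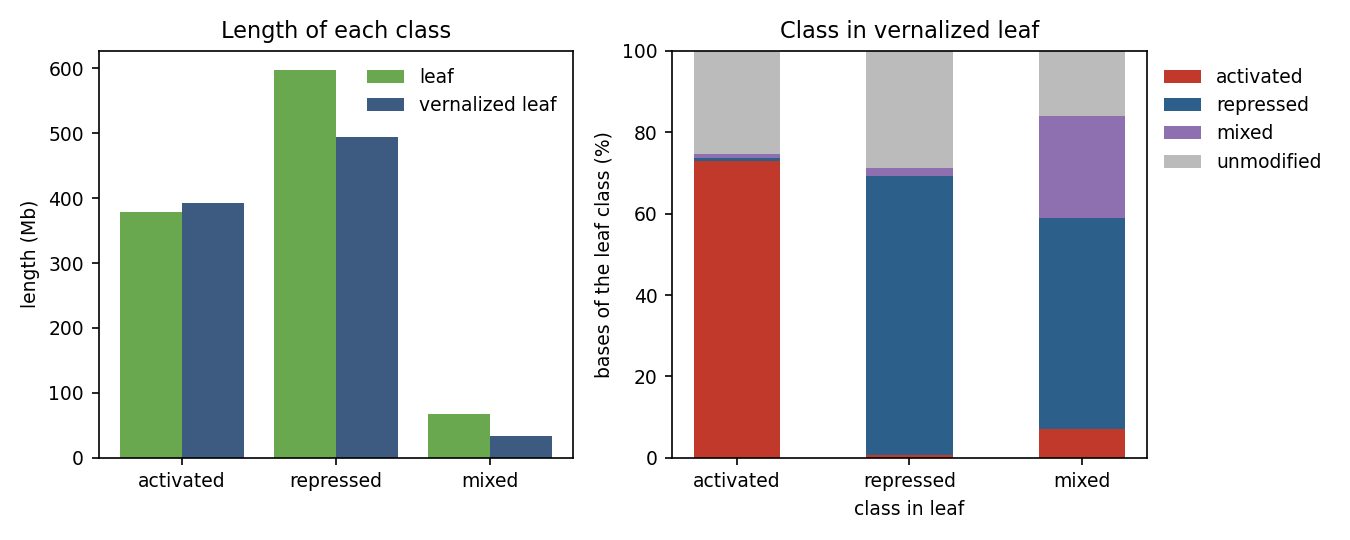
Left, length in Mb of the activated, repressed and mixed classes in leaf and in vernalized leaf, 1 segmentation each. Right, percentage of the bases of each leaf class by their class in vernalized leaf: 73.0% of activated and 68.6% of repressed bases kept their class, against 25.1% of mixed bases.

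The changes of repressed and of mixed chromatin had the same direction on every chromosome. The repressed ratio was below 1 on 21 of 21 chromosomes, from 0.699 on 4B to 0.924 on 3A. The mixed ratio ranged from 0.441 on 5A to 0.571 on 3B. The activated ratio was above 1 on 19 chromosomes and below 1 on 2, with the lowest value of 0.985 on 2A and the highest of 1.10 on 4D. Chromosomes are parts of the same 2 segmentations and are not replicates of the plants.

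**Figure D2:**
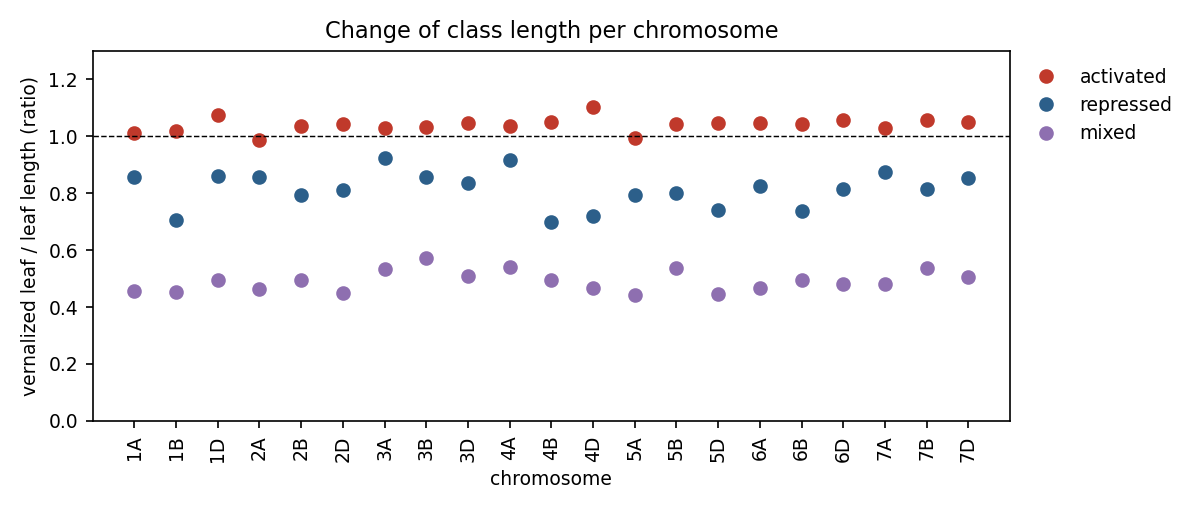
Ratio of class length in vernalized leaf to leaf (y axis, linear) for each of the 21 chromosomes (x axis), with 1 point per class. The repressed points lie between 0.699 and 0.924 and the mixed points between 0.441 and 0.571, all under the dashed line at 1.

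The next question was how much of the chromatin kept its class. Of the bases that were not unmodified in both conditions, 58.5% had the same class in both, and over all bases the share was 96.5%. When the vernalized leaf segmentation was rotated along each chromosome by a random distance, which keeps segment lengths and class shares, the share of modified bases kept was 1.80% on average over 100 rotations and at most 2.93%. The kept share depended on how class boundaries were treated, and it was 88.4% when differences within 600 bp of a boundary were left out. That setting removes only differences, so it can only raise the share. It also removes short segments that changed as a whole, so it does not separate shifted borders from lost or gained segments. Across chromosomes the kept share ranged from 53.3% on 5D to 66.6% on 4A.

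By the Jaccard index and by the bases of leaf, activated and repressed chromatin were retained to similar degrees. The Jaccard index, the shared bases over the bases in either condition, was 0.558 for activated and 0.600 for repressed chromatin, against 0.0143 and 0.0217 on average in the rotations. Shifts of 50 kb to 500 kb, which keep the position along the chromosome, raised the chance level to 0.154 for repressed chromatin and to 0.0160 for activated chromatin. For mixed chromatin it was 0.202, against 0.00165 in the rotations. Of the leaf activated bases, 73.0% stayed activated and 25.5% became unmodified. Of the leaf repressed bases, 68.6% stayed repressed and 28.8% became unmodified. Of the leaf mixed bases, 51.9% became repressed, 25.1% stayed mixed, 16% became unmodified and 7.0% became activated. In the other direction, 27.3% of the activated bases of vernalized leaf had been unmodified in leaf, and 9.72% of its repressed bases. The shares that had the same class in leaf were 70.3% for activated and 82.7% for repressed bases of vernalized leaf.

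Retention was higher in the longest than in the shortest segments. Of the leaf repressed bases in segments of 20000 bp or more, 90.3% were repressed in vernalized leaf, against 27.2% in segments of 200 bp. Between 400 bp and 2000 bp the share did not rise steadily, with 38.8% from 400 bp, 35.5% from 600 bp and 38.9% from 1000 bp. For activated bases the shares in the longest and the shortest segments were 95.1% and 19.9%. Of the 160414 leaf repressed segments, counted after neighbouring segments of one class were merged, 33.0% had no repressed base in vernalized leaf. Of the 139593 repressed segments of vernalized leaf, 22.2% had none in leaf. For activated chromatin these shares were higher, at 46.9% of 245326 leaf segments and 52.6% of 285107 segments of vernalized leaf.

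Direct switches between activated and repressed chromatin were few. Bases that went from activated to repressed amounted to 2.08 Mb, or 0.549% of leaf activated chromatin, against a mean of 3.53% in the rotations. Bases that went from repressed to activated amounted to 4.57 Mb, or 0.766% of leaf repressed chromatin, against a mean of 2.80%. Since most bases change class in a rotation, these shares are low wherever a class is retained. Among the bases that left their class, 2.03% of the activated ones became repressed, against 3.63% on average and at least 3.30% in the rotations. Of the repressed ones, 2.44% became activated, against 2.92% on average and at least 2.62%. The switches formed 5761 runs from activated to repressed and 10490 runs from repressed to activated, with mean lengths of 360.6 bp and 436.0 bp. Runs of at least 600 bp made up 18.6% and 26.7% of them.

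For each change between activated, repressed and unmodified chromatin, the longest uninterrupted run was taken, with coordinates in IWGSC RefSeq v1.0 counted from 1. Gene annotation of that build was not used here, so the genes at these positions are not given. The longest run from activated to repressed lay on chromosome 2D from 484880201 to 484883000, was 2800 bp long and went from E2 to E5. The longest run from repressed to activated lay on chromosome 3B from 802754201 to 802763800 and was 9600 bp long. It was in E5 in leaf, and 66.7% of it was in E2 in vernalized leaf. The longest loss of repressed chromatin to unmodified was 26600 bp long, on chromosome 4B from 627224001 to 627250600. The longest gain of repressed chromatin from unmodified was 19200 bp long, on chromosome 2B from 36640801 to 36660000. For activated chromatin, the longest loss to unmodified was 11400 bp long, on chromosome 3B from 322247801 to 322259200. The longest gain from unmodified was 8000 bp long, on chromosome 1D from 233906601 to 233914600. Each of these is a single region in 1 segmentation per condition and has no replicate check.

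Along the chromosomes, repressed chromatin was concentrated at the ends. When each chromosome was divided into 20 blocks of equal length, the first and the last block had 21.3% and 19.8% repressed bases in leaf, and the eighth block had 0.143%. The ratio of vernalized leaf to leaf was 0.938 in the first block, 0.490 in the eighth and 0.844 in the last. Activated chromatin was spread more evenly, between 1.85% and 3.41% of bases per block in leaf, and its ratio was highest in the eighth block, at 1.20. The ratios of states E6 and E7 were also highest there. For E7 it was 2.53 in the eighth block and 0.868 in the first. For E6 it was 2.77 in the eighth block, 2.08 in the first and at least 1.73 in every block. The H3K36me3 state E2 stayed between 0.968 and 1.02 in every block.

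**Figure D3:**
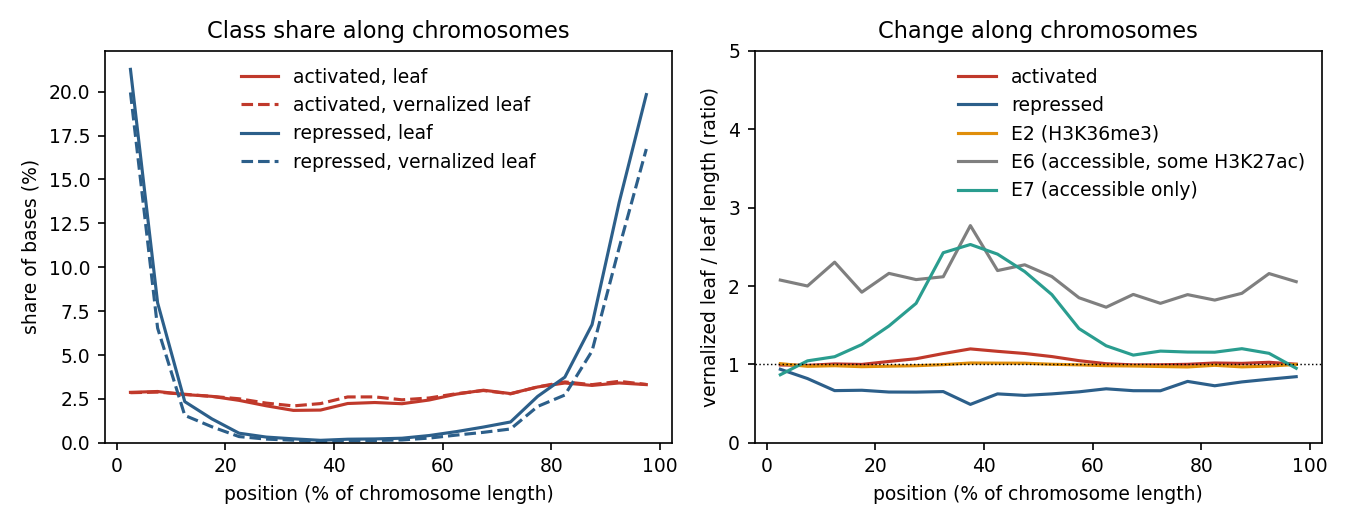
Left, percentage of bases in activated and repressed chromatin against position as a percentage of chromosome length, in 20 blocks over all chromosomes, with leaf as solid and vernalized leaf as dashed lines. Right, ratio of length in vernalized leaf to leaf for the same blocks: E7 rises to 2.53 and E6 to 2.77, while E2 stays near 1 and the repressed class falls to 0.490.

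The 3 sub-genomes A, B and D were compared over the 7 homoeologous chromosome groups with an exact two-sided sign-flip permutation test, whose smallest possible p-value is 0.0156. Per class and condition this made 24 comparisons of class share, of which 9 had a p-value under 0.05 and 0 an adjusted p-value (Benjamini-Hochberg) under 0.05. Activated chromatin took 3.26% ± 0.221 (SD, n = 7 chromosomes) of the D chromosomes in leaf, 2.57% ± 0.207 of the A chromosomes and 2.38% ± 0.297 of the B chromosomes. In vernalized leaf the shares were 3.46% ± 0.239, 2.61% ± 0.168 and 2.47% ± 0.323. The share was lower on A than on D, and on B than on D, in 7 of 7 groups in both conditions (exact permutation p = 0.0156, adjusted p = 0.0536). In total length the sub-genomes lay closer together than in share of chromosome length. Activated chromatin covered 126.6 Mb on A, 123.4 Mb on B and 128.6 Mb on D in leaf. In vernalized leaf it covered 128.6 Mb, 128.3 Mb and 136.1 Mb. As a share of the bases that are not unmodified, in place of all bases, 0 of 18 comparisons had a p-value under 0.05. On that scale the activated difference of A minus D was -0.0407 percentage points in leaf and -2.50 in vernalized leaf. That of B minus D was -3.18 and -3.01. The signs were the same, but the leaf difference of A minus D was negligible, and a higher share on D was not shown on that scale. The B values include chromosome 1B, whose first part is nearly free of modified chromatin. Without that part the B share was 2.51% ± 0.181 in leaf, and the mean difference of A minus B fell to 0.0555 percentage points from 0.189. In vernalized leaf the B share was then 2.61% ± 0.177. The mean difference of A minus B there went from 0.136 to -0.000541 percentage points, so it was no longer seen. The differences in repressed share had exact permutation p-values of 0.297 or more.

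The change of class length was compared between sub-genomes in the same way, on the log2 ratio of vernalized leaf to leaf. The repressed ratio was 0.864 ± 0.0463 (SD, n = 7 chromosomes) on A, 0.772 ± 0.0594 on B and 0.805 ± 0.0545 on D. The log2 ratio was higher on A than on B by 0.16 on average, in 6 of 7 groups, and higher on A than on D by 0.10, in 6 of 7 groups (exact permutation p = 0.0312 and adjusted p = 0.0750 for each). For activated chromatin, the mean difference of A minus D was -0.06 on the log2 scale, and A was lower in 7 of 7 groups (exact permutation p = 0.0156, adjusted p = 0.0750). Of the 12 comparisons, 7 had a p-value under 0.05 and 0 an adjusted p-value under 0.05. With 1 chromosome group left out, between 1 and 3 of them had a p-value under 0.05. When the change was measured in percentage points of chromosome length in place of the log2 ratio, 6 of them had an adjusted p-value under 0.05. A change in percentage points also scales with the starting share. The mean leaf repressed share was 3.75% on A, 4.10% on B and 4.72% on D, so this scale does not isolate the change.

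On chromosome 1B, the first 240 Mb were nearly free of modified chromatin in both conditions. Activated bases took 0.0518% of this part in leaf and 0.0382% in vernalized leaf, against 2.74% and 2.80% of the rest of the chromosome. The part that takes up the same fraction of chromosome 1A had 2.05% activated bases in leaf, and that of 1D had 2.73%. Leaving this part out changed the ratios of class length by less than their 95% binomial confidence intervals over bins.

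**Figure D4:**
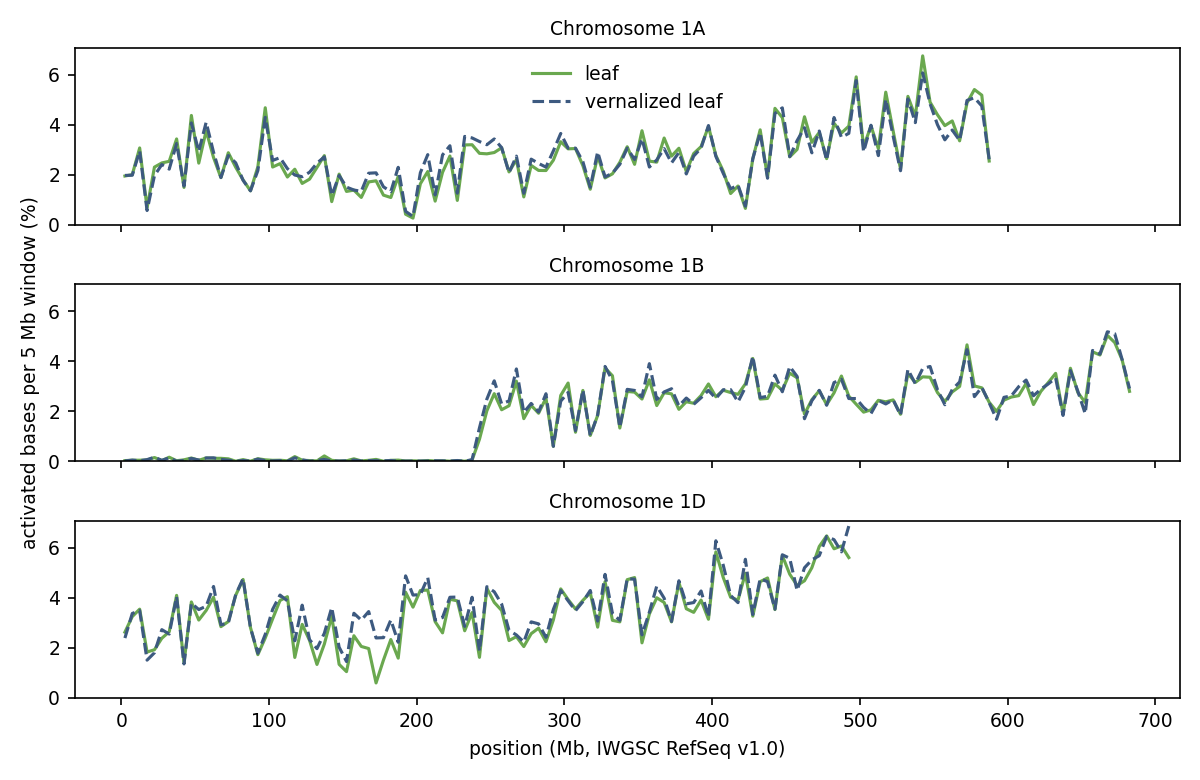
Percentage of activated bases (y axis) in windows of 5 Mb along chromosomes 1A, 1B and 1D (x axis, Mb), with leaf as solid and vernalized leaf as dashed lines. On 1B both lines stay near 0 up to about 240 Mb, while 1A and 1D have activated bases over the same stretch.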

Values the study reported

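The study divided the chromatin of leaf and vernalized leaf into 9 states. It gave about 500-600 MB as repressed and about 400 MB as activated. For genes, it reported that 85.9% kept their chromatin state after vernalization, a measure per gene and not per base.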

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

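Most alternatives were fixed before the data were examined. Segments counted as deposited, the first part of chromosome 1B left out, local shifts, and E6 and E7 as unmodified in the kept share were chosen after seeing the data. No paired analysis was possible because each condition has 1 segmentation with no values per library, so the replicate numbers shared by the labels carry no values. The alternative without unplaced sequence gave no value of its own, since all records lay on the 21 chromosomes, and the 4 alternatives for the share of genes were not run. The intervals used to judge a move were 95% binomial intervals over bins, which are narrow and treat bins as independent, so small moves count as moves. Unless a construction shows it, the cause was not tested.

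The ratio of repressed length stayed below 1 in each alternative run. It was 0.820 with segments of at least 600 bp only, 0.870 as a number of segments, 0.794 with mixed counted as repressed and 0.971 with segments counted as deposited. The mixed ratio was 0.418, 0.647 and 0.551 with segments of at least 600 bp only, as a number of segments and with segments counted as deposited. The activated ratio did not keep its direction. It was 1.02 with segments of at least 600 bp only and 1.16 as a number of segments. With E6 and E7 counted as unmodified it was 0.954, and with segments counted as deposited 0.886. The unmodified ratio was 1.25 as a number of segments, 1.01 with E6 and E7 added to it and 1.80 with segments counted as deposited. Leaving out the first part of chromosome 1B moved none of the 4 ratios beyond its interval.

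The kept share of modified bases was 74.4% and 88.4% when differences within 200 bp and 600 bp of a class boundary were left out, which by construction removes only differences. Short segments that changed as a whole are among the differences removed. It was 62.4% with mixed counted as repressed and 53.3% for the 9 states by number. With segments under 600 bp set to unmodified it was 59.8%, and with E6 and E7 counted as unmodified 60.7%. Shifts of 50 kb to 500 kb in place of rotations by any distance raised the share kept by chance from 1.80% to 9.02%, the Jaccard index of repressed chromatin by chance from 0.0217 to 0.154 and that of activated chromatin from 0.0143 to 0.0160.

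The overlap of 55.8% for activated bases became 53.1% of leaf segments overlapped by 1 bp or more and 47.3% of leaf segments overlapped over at least 50% of their length. For repressed chromatin, 60.0% became 67.0% and 51.0%. The order of the classes was kept. Direct switches from activated to repressed were 0.220% with runs of at least 600 bp only, 1.53% with mixed counted as repressed and 0.491% with E6 and E7 counted as unmodified. From repressed to activated these were 0.423%, 1.40% and 0.449%. The higher share of the 2 directions changed with the grouping of the states. With the mixed states as repressed, or with E6 and E7 as unmodified, it was the change from activated to repressed. The shares are taken over leaf activated and over leaf repressed chromatin, so they do not rank the 2 directions in bases.

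The number of sub-genome comparisons of class share with an adjusted p-value under 0.05 was 0 in each alternative, but this design could hardly pass the threshold. With class share taken over the bases that are not unmodified, the number with an unadjusted p-value under 0.05 fell from 9 of 24 to 0 of 18, with a smallest p-value of 0.188. On that scale the differences of A minus D were -0.0407 percentage points in leaf and -2.50 in vernalized leaf, and those of B minus D -3.18 and -3.01. Each kept its sign, but that of A minus D in leaf was negligible. Leaving out the first part of chromosome 1B moved B minus D from -0.885 to -0.752 in leaf and from -0.985 to -0.848 in vernalized leaf. At the smallest p-value of 0.0156, 24 comparisons need several at this value to pass, and with a group left out the smallest p-value is 0.0312. The number of class share comparisons with an unadjusted p-value under 0.05 was 15 without chromosome group 4, where the smallest adjusted p-value was 0.05, and 7 without each of the other groups. For the change of class length it fell from 7 to 1 without group 2 or group 3, to 2 without group 5, 6 or 7 and to 3 without group 1 or group 4, in part by construction, since fewer groups raise the smallest p-value. For the change of class length, 6 comparisons passed when it was measured in percentage points, and 0 in the other alternatives. Among the 6 were the repressed difference of A and B, 0.386 percentage points, that of A and D, 0.387, and the activated difference of A and D, -0.152. Unlike starting shares of the sub-genomes can also give a difference on this scale. Leaving out chromosome group 4 lowered the repressed difference of A and D on the log2 scale from 0.10 to 0.06. The depth of the libraries was not analysed here, and it limits each comparison of class length between the conditions.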

Other observations

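The tests on the length of accessible-only segments and on the density of repressed chromatin per sub-genome were set before their values were known, and the other tests were chosen after the result was seen. No comparison of leaf and vernalized leaf has a replicate, so a biological change with vernalization stays open as untested in each paragraph.

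Repressed chromatin was shorter in vernalized leaf. An exchange with the mixed class was not enough for this, since both classes together had a ratio of 0.794. Borders of kept domains trimmed by up to 600 bp were not enough either. Of the 187.7 Mb of leaf repressed bases that were lost, 32.7% lay within 600 bp of a base repressed in both conditions. In segments without any repressed base in vernalized leaf lay 35.0%. The other lost bases lay in segments that stayed repressed in part, so a deeper shrinkage of kept domains was not tested and stays open. These are shares of all lost bases, before gains are set against them. The loss depended on how dense repressed chromatin was in windows of 1 Mb, ranked by the mean of both conditions. In the sparsest windows, with up to 0.2% repressed bases, the ratio was 0.462, and it rose through each step of density to 0.976 in windows with over 40%. The H3K36me3 state E2 had ratios from 0.966 to 1.02 over the same windows. In length, the sparsest windows held a net loss of 1.60 Mb. Windows with 2% to 5%, 5% to 10%, 10% to 20% and 20% to 40% held 20.3, 19.6, 21.4 and 16.3 Mb. Windows with over 40% held 3.64 Mb. Weaker detection of sparse H3K27me3 in vernalized leaf may explain the low ratios in the sparsest windows, which held little of the net loss. A loss of H3K27me3 at isolated sites in the cold would give the same ratios. Whether either explains the loss in denser windows was not tested. Enrichment and depth per library were not analysed here.

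Mixed chromatin in vernalized leaf had about 0.494 of its leaf length, and most of the difference lay in E4. Of the leaf E4 bases, 56.4% were in E5 in vernalized leaf and 12.5% in E3. Of all leaf mixed bases, 77.0% were still in a state with H3K27me3, more than the 70.4% of leaf repressed bases. This is consistent with a border between mixed and repressed chromatin that was drawn differently in the 2 segmentations, whether by 1 model or by 1 per condition, and a loss of active marks at these sites is not excluded.

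The accessible-only state E7 gained length in the centre of the chromosomes, between 30% and 55% of their length. Its ratio was 2.28 there and 1.0 in the outer 10% at each end, and it was higher in the centre on 21 of 21 chromosomes. Over the genome the number of E7 segments fell from 151484 to 140722 while their mean length rose from 317.0 bp to 458.8 bp, so the gain lay in longer segments. In the centre both rose, from 25352 to 37799 segments and from 312.3 bp to 476.6 bp. At the ends the number fell from 44012 to 29826 and the mean length rose from 327.2 bp to 484.2 bp. A uniform rise in accessible calls would give the same ratio everywhere. Short background calls stay open. Segments of vernalized leaf without any accessible state in leaf had a mean length of 457.1 bp in the centre and 424.9 bp at the ends, but background calls could have similar lengths in both parts. In the centre they were shorter than the segments with an accessible state in leaf, which had a mean of 604.9 bp, and longer segments also overlap more easily. The state was weakly shared between conditions. Of the leaf E7 segments, 30.2% overlapped an accessible state in vernalized leaf, and of those of vernalized leaf, 19.5% overlapped one in leaf. A separate definition of E7 in each condition was not tested and could add to the pattern.

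The first part of chromosome 1B had modified states over 0.139% of its length in leaf and 0.107% in vernalized leaf. A quiet chromosome end of this group is argued against by 1A, where the same part had 2.05% activated bases. A gap in the reference sequence would leave windows without any modified base. Here 65.0% of the 240 windows of 1 Mb had some, although 84 had none, against 31 of the 13814 windows in the rest of the genome, 10 of them on 6B. Activated bases were 20-fold more frequent in leaf in the 5 Mb after 240 Mb than in the 5 Mb before, and 20.9-fold in vernalized leaf, and the break fitted to leaf alone lay at 245 Mb. The break was placed on this same profile, so these folds decide nothing about its origin, and the 5 Mb after it had 0.880% activated bases in leaf against a median of 2.54% per window in the rest. That the plants carry a chromosome arm of other origin in place of this part of the reference, such as an arm from rye, stays open as a hypothesis. It cannot be told apart from a missing arm, since sequence of the plants was not analysed here.

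The length ratio of repressed chromatin was lower on B and D than on A. The Jaccard index was higher on A than on B in 3 of 7 groups and higher on A than on D in 5 of 7, with mean differences of 0.0325 and 0.0253 (exact permutation p = 0.406 and p = 0.594). It depends on length too and does not separate length from position. Sub-genomes with sparser repressed chromatin would lose more if density alone mattered. When the ratio of each chromosome was divided by the one expected from the density of its windows, the mean log2 difference of A minus B was 0.16 before and 0.16 after the division, positive in 7 of 7 groups (exact permutation p = 0.0156, adjusted over 3 pairs 0.0234). The difference of A minus D was 0.12 after the division and also positive in 7 of 7 groups. Density thus left the difference in place, and no other explanation was tested.

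Neighbouring segments often had the same state number, at 576404 boundaries in leaf and 779348 in vernalized leaf. Random or regular division would affect all states, but E6, E7 and E8, with 187483 segments in leaf and 211610 in vernalized leaf, had no such boundary. The other 6 states were not alike. E4 had 11900 such boundaries among 82305 segments in leaf but 6 among 19398 in vernalized leaf. E3 had 399 among 9398 and 730 among 19435. Several states of a larger model that were given 1 number in these 6 states could give such boundaries. E4 of vernalized leaf was almost without them. Segment numbers taken as deposited would then count parts of one domain separately.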
